# Transcriptomic Responses to Salinity Stress in the Pacific Oyster *Crassostrea gigas*

**DOI:** 10.1371/journal.pone.0046244

**Published:** 2012-09-27

**Authors:** Xuelin Zhao, Hong Yu, Lingfeng Kong, Qi Li

## Abstract

**Background:**

Low salinity is one of the main factors limiting the distribution and survival of marine species. As a euryhaline species, the Pacific oyster *Crassostrea gigas* is considered to be tolerant to relative low salinity. The genes that regulate *C. gigas* responses to osmotic stress were monitored using the next-generation sequencing of whole transcriptome with samples taken from gills. By RNAseq technology, transcript catalogs of up- and down-regulated genes were generated from the oysters exposed to low and optimal salinity seawater.

**Methodology/Principal Findings:**

Through Illumina sequencing, we reported 1665 up-regulated transcripts and 1815 down-regulated transcripts. A total of 45771 protein-coding contigs were identified from two groups based on sequence similarities with known proteins. As determined by GO annotation and KEGG pathway mapping, functional annotation of the genes recovered diverse biological functions and processes. The genes that changed expression significantly were highly represented in cellular process and regulation of biological process, intracellular and cell, binding and protein binding according to GO annotation. The results highlighted genes related to osmoregulation, signaling and interactions of osmotic stress response, anti-apoptotic reactions as well as immune response, cell adhesion and communication, cytoskeleton and cell cycle.

**Conclusions/Significance:**

Through more than 1.5 million sequence reads and the expression data of the two libraries, the study provided some useful insights into signal transduction pathways in oysters and offered a number of candidate genes as potential markers of tolerance to hypoosmotic stress for oysters. In addition, the characterization of *C. gigas* transcriptome will not only provide a better understanding of the molecular mechanisms about the response to osmotic stress of the oysters, but also facilitate research into biological processes to find underlying physiological adaptations to hypoosmotic shock for marine invertebrates.

## Introduction

The marine environment is changing rapidly around the world due to global warming [1]. During the last 10–15 years, glaciers and ice caps have been rapidly disappearing and more frequent intense rainfall events have been happening [1]. Owing to the huge amount of freshwater inflowed, the seas and oceans are disproportionately affected. Salinity of the superficial water and the inshore water decreased acutely in rainy season, which can incur the increasing mortality outbreaks and distribution shifts of marine species [2]. Salinity is a limiting factor to the survival and distribution of many marine organisms, especially as it varies downward [3]. Most marine invertebrates, as osmoconformers, have blood osmolarities close to that of seawater, lacking the ability to regulate the osmotic pressure of the internal medium [4]. It is doubtful whether changes in amino acid concentration are rapid enough to prevent cellular swelling in animals exposed to seawater whose salinity dropped abruptly [5]. Most marine invertebrates such as molluscs [6]–[8] and echinoderms [9] were demonstrated to suffer large-scale mortality when the salinity dropped below 20‰. Therefore, to certain aquatic economic species such as blue mussel [10], salinity fluctuation owing to rainfall in summer brought huge economic losses to aquaculture.

The Pacific oyster *Crassostrea gigas* is a dominant species in many intertidal locations as well as an important aquacultured bivalve species. Summer mortality of the Pacific oyster attracted extensive attention [11], [12] around the world. Salinity fluctuate is a considered factor without doubt. *C. gigas* grows in optimal salinity ranged from 20‰ to 25‰, whereas they can occur at salinities below 10‰ and will survive salinities in excess of 35‰[13]. Given its euryhalinity, the Pacific oyster, as a marine mollusc, is a good model for studies of hypoosmotic stress. Considerable efforts have been invested so far in the mechanisms of salinity adaptations, and osmolytes had been proved to play a primary role in the osmotic activities of the Pacific oyster, such as the large amount of nitrogenous solutes, against the fluctuating extracellular osmolality [14]. Free amino acids had been identified to be important as intracellular osmolytes in *C. gigas* and contribute to the hypoosmotic adaption [15]. Moreover, molecular studies about the genes that are in relation to cellular osmo-regulatory mechanism of the oyster had been conducted [16], [17]. However, previous studies only covered several genes that regulate the individuals to adapt to the extracellular osmolality. The molecular mechanisms of osmo-adaptation remained unknown.

Recently, the next-generation sequencing technologies make large-scale sequencing possible by high-throughput and cost-efficiency [18]. The development of novel high-throughput DNA sequencing methods has provided a new means of both mapping and quantifying transcriptome. The method, known as RNAseq, has clear advantages over existing approaches with sequencing depth at least 5 orders of magnitude [19] and highly accurate for quantifying expression levels [20]. To date, transcriptomes have been sequenced for various marine bivalves, such as clam, yesso scallop, vent mussel and oyster [21]–[25]. The countable, almost digital, nature of RNAseq data makes them particularly attractive for the quantitative analysis of transcript expression levels, which can give reliable measurements of transcript levels in one or more conditions [18]. By now, the next-generation sequencing technologies have shown probabilities to expanding sequencing database of more and more species, and influenced the analysis of gene regulation highly.

In the present study, we examined the whole transcriptome responses to low salinity stress of the Pacific oyster for the first time using the Illumina's sequencing technology. Considering individual monitoring of the oyster responses to salinity stress, two libraries were established from the gills of oysters that exposed to optimal and low salinity seawater, respectively. The study aimed to compare the expression patterns of the two libraries to better understand the transcriptomic regulation in oyster to low salinity stress and identify genes involved in osmoregulation of the Pacific oyster. The results of this study are an important resource for future researches on mechanism of tolerance to hypoosmotic stress for marine invertebrates.

## Results

### Sequencing and assembly

To have access to the transcriptome of the oyster and obtain the quantitative and qualitative gene expression database for hypoosmotic stress, two libraries were established from the control group (PC library) and the treated group (PT library). 

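The gills of 6 oysters kept for 8 h at the optimal salinity of 25‰ made the pool of the PC library, and the gills of 6 oysters kept for 8 h at 8‰ made the pool of the PT library. Each pool gave 1 library, which was sequenced on the Illumina platform from both ends of each fragment. The files deposited by the authors held 2 lists per library. Each list gave the distinct read sequences and the number of reads that had each sequence, as plain counts without normalization, after the authors had removed nonsense sequences from the raw data. The reads were not placed on contigs or genes in these files, and the rows did not keep the pairing between the ends of a fragment. Summed over both lists, the counts came to 26815556 reads for PC and 23888551 reads for PT. Contigs were therefore assembled anew from the reads of both libraries together, by greedy extension of k-mers of 31 bases that occurred at least 3 times, and contigs of at least 100 bases were kept. Each read was assigned to the contig that shared the most of its k-mers, with a minimum of 16, and was left out where several contigs shared the same number. In this way 90.26% of the PC reads were assigned (95% exact binomial interval 90.24 to 90.27%), and 90.79% of the PT reads (90.77 to 90.80%). These intervals cover counting error only. No reference sequence of the oyster was used here, so the contigs carry numbers and no gene names. Every count depends on how finely alleles and variants of a transcript were split into separate contigs. With 1 pooled library per salinity there was no replicate, and a test on the reads compares these 2 libraries and not the salinities.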

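Of the contigs assembled anew, 193780 had at least 1 read of the PC library and 189581 had at least 1 read of the PT library. Reads of both libraries were found on 187142 contigs, reads of PC only on 6638 contigs and reads of PT only on 2439 contigs. Of these, 3415 contigs read in PC only and 817 read in PT only had 10 or more reads.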

Characteristics of the two libraries are summarized in **Table 1**. 

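The lists of the PC library held 13682686 and 13132870 reads, and those of the PT library held 12263519 and 11625032 reads. All reads listed for PC were 93 bases long and all reads listed for PT were 92 bases long. Over both lists, PC had 1.12 reads for each read of PT. When reads with an undetermined base were left out and all reads were compared over their first 92 bases, 61.5% of the PC reads and 54.7% of the PT reads were distinct sequences. If PC were thinned to the total of PT, 61.8% of its reads would be distinct, so the difference in depth did not account for the higher duplication in PT. The GC content of the reads was 43.3% in PC and 42.5% in PT. The 100 most common sequences of each list together took 1.13% of the PC reads and 1.19% of the PT reads. The most common sequence over both libraries, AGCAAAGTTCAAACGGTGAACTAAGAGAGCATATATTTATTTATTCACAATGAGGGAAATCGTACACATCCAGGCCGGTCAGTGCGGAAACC, was read 20137 times in PC and 10422 times in PT, that is 751 and 436 RPM (reads scaled to the total reads of the library, as in RPKM but without the length). The next, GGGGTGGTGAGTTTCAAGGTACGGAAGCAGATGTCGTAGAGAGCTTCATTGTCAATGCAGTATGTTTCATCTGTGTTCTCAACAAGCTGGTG, was read 10839 times in PC and 15093 times in PT, that is 404 and 632 RPM. Reads with an undetermined base, 8.46% of PC and 0.0409% of PT, could not match these sequences but were counted in the totals. The RPM of PC are therefore somewhat low.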

A total of 15,354,006 raw nucleotide reads, with an average length of 93 bp, were produced from the control group, while 13,719,859 raw nucleotide reads, with an average length of 92 bp were produced from the treated group. 

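In the lists of the PC library, 8.46% of the reads held at least 1 undetermined base, against 0.0409% in the lists of the PT library. Nearly all of these reads in PC lacked a base at the same position of the read. In list 1 of PC the position was base 82, undetermined in 1164378 reads or 8.51% of the list, and in list 2 it was base 64, undetermined in 1098804 reads or 8.37% of the list. The position with the most undetermined bases in PT was base 65 in list 1, with 706 reads, and base 85 in list 2, with 5580 reads.

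**Figure D1:**
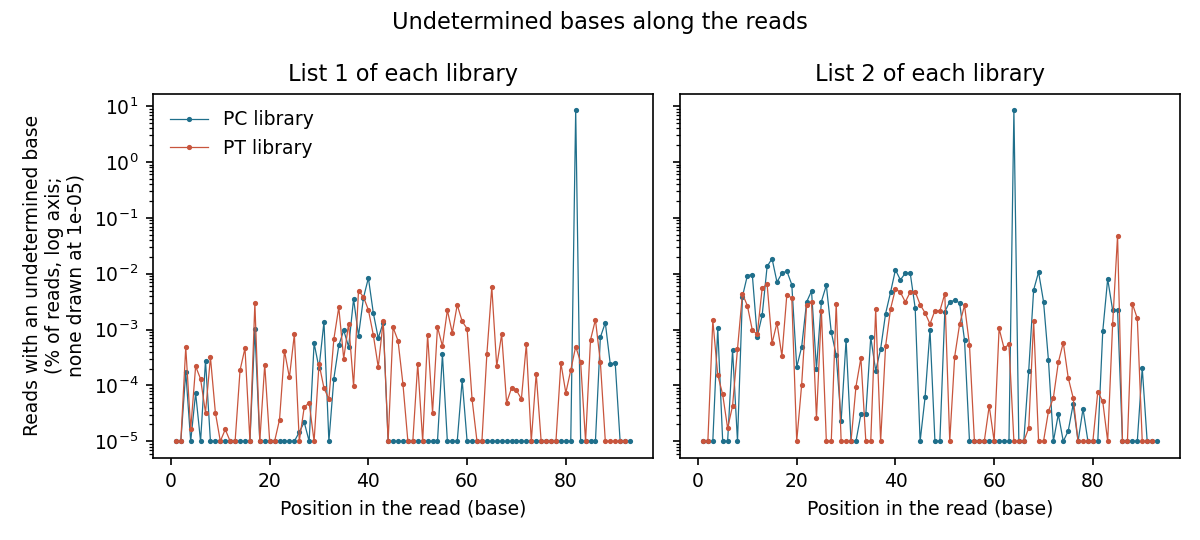
Share of reads with an undetermined base at each position of the read, in percent on a log axis, for list 1 and list 2 of the PC library and of the PT library. Each library is a single pool, positions with no undetermined base are drawn at 1e-05%, and PC peaks at base 82 of list 1 and base 64 of list 2.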

After preprocessing to remove low quality reads, 99.24% clean reads of PC and 98.93% clean reads of PT were left and thus submitted for assembly. Through assembly and elimination of redundancy, 300,382 contigs were generated from both libraries (GEO accession numbers GSM932404 and GSM932405) with average length of 322 bp, and 32,549 contigs were longer than 500 bp. 

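The assembly made here from the listed reads counted 276120380 distinct k-mers, of which 90018670 reached the minimum number of copies. Of the latter, 54462166 lay in the contigs kept. The assembly gave 196306 contigs with a total of 60351346 bases, a mean length of 307 bp and a median length of 145 bp. Of these, 21546 contigs were longer than 500 bp, and the longest had 16872 bp. With k-mers of 25 bases, an alternative chosen after seeing the data, 163671 contigs with a mean length of 351 bp were obtained, of which 21902 were longer than 500 bp. With the 31-base k-mers, 73995 contigs (37.7%) were similar to another contig, at an identity of at least 80% over at least 50% of the shorter contig. When similar contigs were merged, 139277 groups were left.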

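Among the contigs assembled anew, 174760 (89.0%) were 100 to 500 bp long, 10484 were 501 to 1000 bp, 6745 were 1001 to 2000 bp, 2394 were 2001 to 3000 bp and 1923 were longer than 3000 bp.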

The distribution of contig length is shown in **Figure 1**, varying from 100 bp to more than 3000 bp. 

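The reads of PC and PT were first set side by side on the contigs with the most reads. Of the 10 contigs with the most reads over both libraries, 5 were lower and 5 higher in PT when the libraries were scaled to their assigned reads, with log2 fold changes (PT over PC) from -0.65 to 1.05. The contig at 1.05 lay beyond a 2-fold change, and the other 9 lay between -0.65 and 0.30. With TMM scaling 7 were lower and 3 higher, and none of the 10 (0) lay beyond a 2-fold change. The exact 95% counting intervals were at most 0.03 wide in log2 units, and they leave out any variation between pools of oysters, which was not measured. The 10 contigs took 7.01% of the assigned reads in PC and 6.55% in PT. Over both libraries, 49969 contigs had 50 or more reads. Of these, 39041 (78.1%) lay within a 2-fold difference between the libraries, and their median log2 fold change was 0.05 when the libraries were scaled to their assigned reads.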

We conducted genes at the different expressions between PC library and PT library. In accordance with statistical convention, all P-values were adjusted with a false-discovery rate (FDR) correction for multiple testing by the Benjamini-Hochberg method [26]. 

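The same criterion was applied to the contigs assembled anew. MARS, the MA-plot-based method of DEGseq, was written out from its formula: the log2 ratio of the reads of a contig in PT and in PC, each relative to the assigned reads of its library, is compared with the spread that random sampling of reads would give at that abundance. A count of 0 was set to 0.5. On simulated libraries of 196306 contigs in which 200 contigs with 50 or more reads were changed 4-fold, 165 of the changed contigs were called and no other contig was called (0 false calls). Both ends of a fragment often fall on the same contig, so the reads are not independent. On simulated libraries without any difference, in which both ends of every fragment fell on the same contig, 13 contigs were called.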

According to P-value (0.001), comparison of the reads occurrences between the two libraries revealed that 3480 unique tags were differentially represented between the libraries (the absolute value of fold change >2, composed of 1815 contigs more represented in PC library and 1665 contigs more represented in PT library).

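At a q-value (Benjamini-Hochberg) under 0.001 and a fold change above 2, MARS called 6668 contigs higher in PT and 6092 contigs lower in PT among the 196219 contigs with assigned reads. The test compares the reads of 2 pooled libraries, and the differences have no replicate check. At a fold change above 4 the order was the opposite, with 3236 contigs higher in PT and 3864 lower. Both counts included contigs read in only 1 library. With 20 or more reads there were 1316 in PC only and 178 in PT only. Without these contigs more would be higher than lower, so the turn rested on contigs read in only 1 library. The scaling of the libraries also changed the order. TMM scaling gave 5436 higher and 7260 lower, and the loess correction on GC content gave 4721 higher and 6770 lower, so that the share of higher contigs among those called went from 52.3% to 42.8% and 41.1%. DESeq2 size factors over all contigs came out as 1 for both libraries, which is no scaling, and gave 4933 higher and 7783 lower (38.8% higher). Size factors over contigs with 50 or more reads, chosen after seeing the data, gave 5912 higher and 6746 lower (46.7% higher). The setting that moved the counts most was edgeR's exact test with an assumed coefficient of variation of 0.4 between pools and q under 0.05, which called 229 contigs higher and 951 lower. The contigs with 50 or more reads were ranked by their log2 fold change with a count of 0 set to 0.5, and the order among contigs with no or 1 read in a library rests on that value. Ranked so, contig 36658 (1310 bp) came first in favour of PT, with 368 reads in PT and 0 in PC. At the 3 reads that a count of 0 allows in a library, it was at least 137-fold higher in PT. Contig 13729 (1215 bp) had 728 reads in PT and 1 in PC, a ratio of 812 with an exact 95% interval of 145 to 32133. Contigs 386 and 698 came first in favour of PC. Contig 386 (899 bp) had 5778 reads in PC and 0 in PT, at least 1726-fold lower in PT, and contig 698 (1058 bp) had 5386 reads in PC and 0 in PT, at least 1609-fold lower. Of the first 10 contigs in favour of PT, 7 had no PC read, and of the first 10 in favour of PC, 9 had no PT read.

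**Figure D2:**
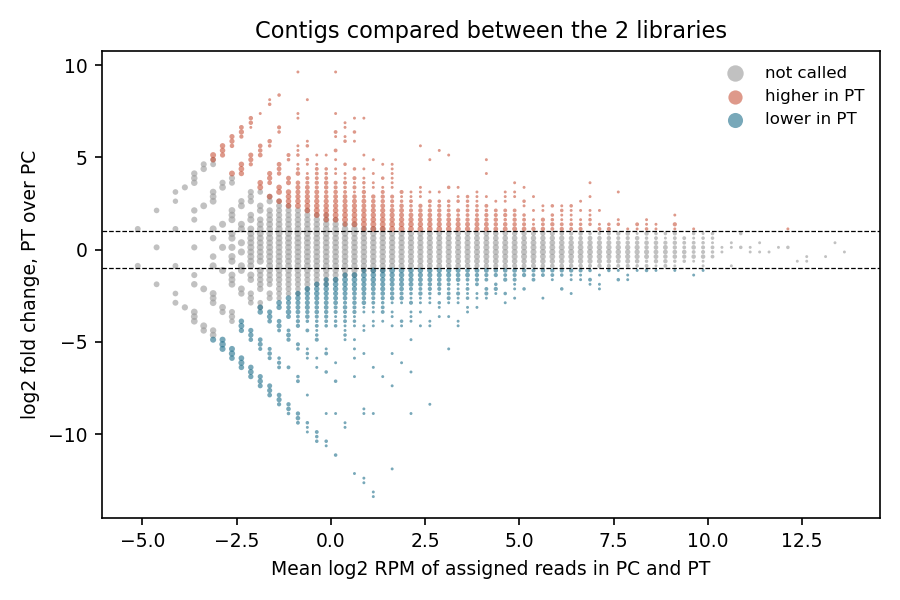
log2 fold change (PT over PC) against the mean log2 RPM of assigned reads for 196219 contigs, 1 pooled library per salinity. Each point stands for the contigs in a square of 0.25 by 0.25 and is larger where it holds more contigs, colours mark contigs called higher (6668) or lower (6092) in PT, and dashed lines mark a 2-fold change.

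**Figure D3:**
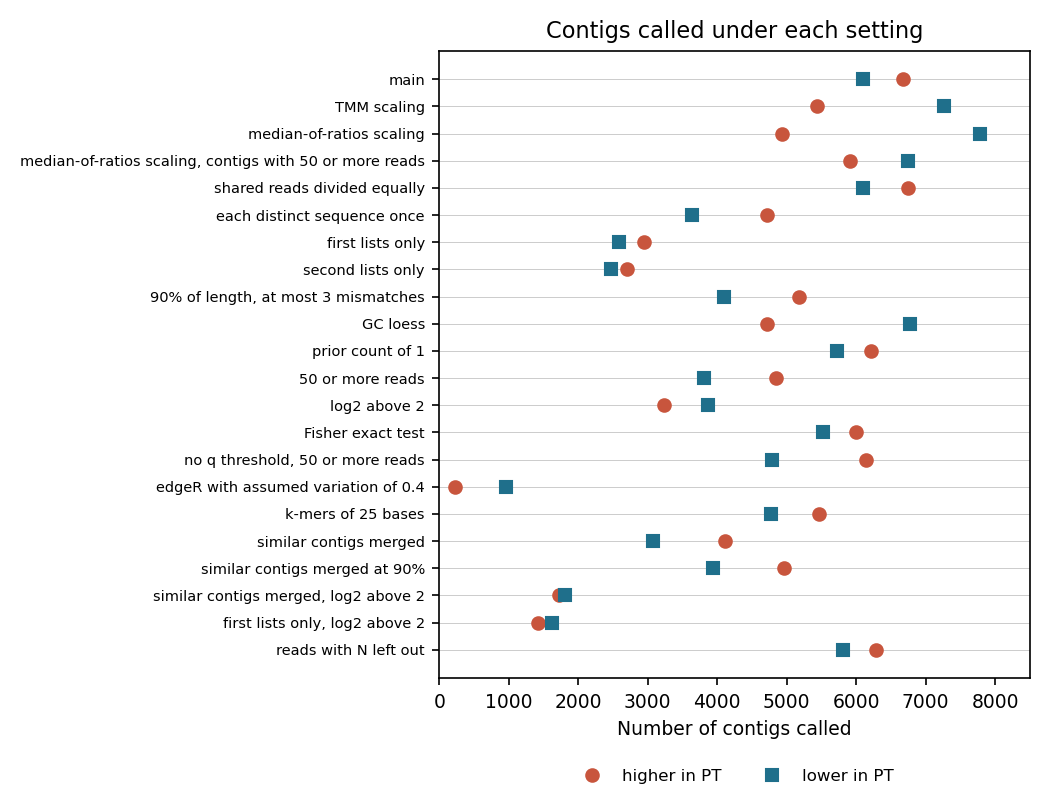
Number of contigs called higher in PT (circles) and lower in PT (squares) under each setting. The number higher runs from 229 (edgeR with an assumed variation of 0.4) to 6754 (shared reads divided equally), and the number lower from 951 (edgeR) to 7783 (median-of-ratios scaling).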

**Figure 1:**
Distribution of number of read per contig in both libraries. The number of contigs presenting the indicated amount of reads is plotted as histogram.

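Counted on the contigs assembled anew, the median number of reads per contig was 11 in PC and 10 in PT, over the contigs with at least 1 read of the library. In PC, 89797 contigs (46.3%) had 1 to 9 reads, 72896 (37.6%) had 10 to 49, 11183 (5.77%) had 50 to 99, 15495 (8.00%) had 100 to 999 and 4409 (2.28%) had 1000 or more. In PT the numbers were 89078 (47.0%), 70641 (37.3%), 10635 (5.61%), 15202 (8.02%) and 4025 (2.12%).

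**Figure D4:**
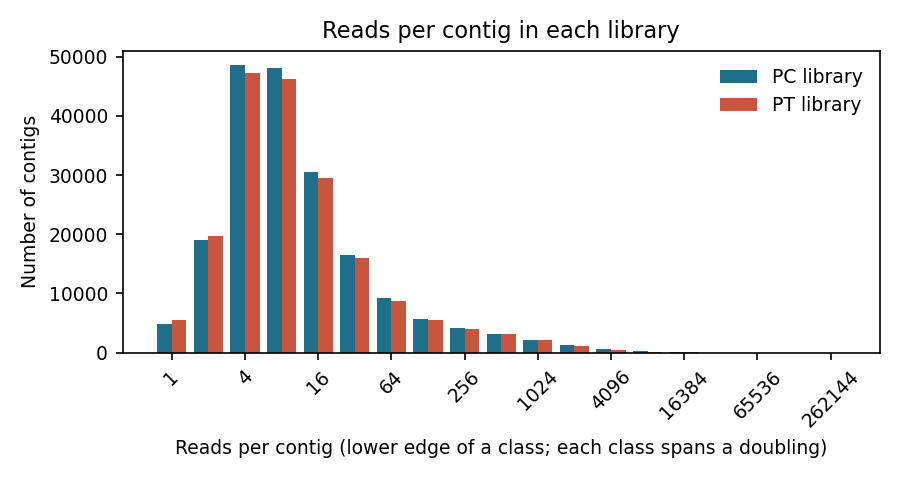
Number of contigs by reads per contig in the PC and the PT library, 1 pooled library each. Each class spans a doubling of the number of reads and is labelled by its lower edge on a log axis, and the median lies at 11 reads in PC and 10 in PT.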

**Table 1:** Summary statistics of the transcriptome sequencing and assembly for *C.gigas* from control group (PC) and treated group (PT).

	PC	PT
Raw sequencing reads	15,354,006	13,719,859
Unique contigs	224,215	212,830
Contigs differentially represented (≥2 fold change)	4,118	5,619

### Functional annotation

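In the contigs assembled anew, the longest stretch of codons without a stop was found over the 6 reading frames, and a stretch could run to the end of a contig. A stretch of 30 or more codons was present in 182530 contigs (93.0%), and one of 100 or more codons in 25663 contigs (13.1%). When the bases within each contig were shuffled, 85.2% of the contigs still held 30 or more codons and 3.39% held 100 or more. Among contigs longer than 500 bp, 86.1% had 100 or more codons, against 28.6% after shuffling.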

The contigs were annotated taking into consideration the identity of the translation frame, and 281,800 contigs were predicted to mapping to protein-coding sequences by GetORF of EMBOSS firstly. Then, the putative protein-coding sequences used Blastp searching on the Swiss-Prot database, the NCBI non-redundant (Nr) protein database and the genome of *Aplysia californica* (GenBank Accession: AASC00000000) (E-value<1e-5). We acquired 45,771 putative proteins that can be annotated matching biological function. In addition, sequences without annotations may represent poorly conserved region (e.g., un-translated regions) in *C. gigas*.

Secondly, Gene Ontology (GO) analysis was carried out, which conducted on the putative proteins blasting the Swiss-Prot and its supplement TrEMBL database. Of 45,771 putative proteins, 16,291 unique sequences were assigned with one or more GO terms, and 113,677 GO assignments were finally obtained. All GO assignments fell into broad categories for all three major GO functional domains (Biological Processes, Cellular Components and Molecular Function) as presented in **Figure 2**. Besides GO terms, KEGG pathway mapping based on KO terms for assignments was also carried out, and 5135 putative proteins were assigned to KO terms and mapped the reference canonical pathways in the KEGG database, which were shown in **Figure 3**. In addition, the statistical results indicated that there were significant changes (FDR<0.001) in the contigs of different expression out of all the contigs in 4 GO terms (“extracellular space”, “extracellular”, “structural molecule activity” and “cell motility”) and 2 pathways (“immune disease” and “energy metabolism”). The 3480 unique transcripts differentially represented between libraries (>2-fold change) were annotated into functional groups based on GO terms and KO terms respectively. Among up- and down-regulated transcripts in the PT library, for molecular functions, transcripts involved in binding (GO: 0005488) and protein binding (GO: 0005515) were highly represented; for cellular component, transcripts involved in intracellular (GO: 0005622) and cell (GO: 0005623) were most represented categories. Whereas, regarding biological processes, to up-regulated tanscritpts, cellular process (GO: 0009987) were the most represented GO term, followed by regulation of biological process (GO: 0050789) and cell communication (GO: 0007154), and to down-regulated transcripts in the PT library, the most represented category was cellular process.

**Figure 2:**
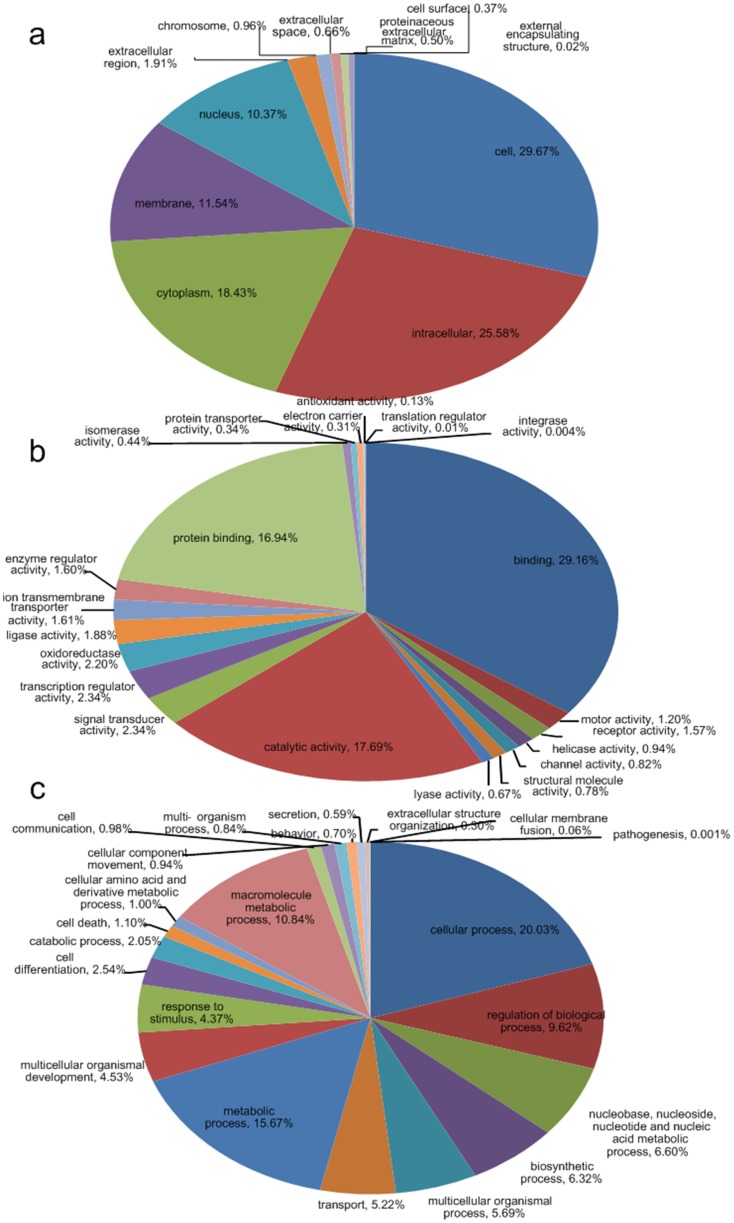
Classification of the annotated amino-acid sequences. Amino-acid sequences were grouped into different functional sub-categories: a cellular component b molecular function c biological process.

**Figure 3:**
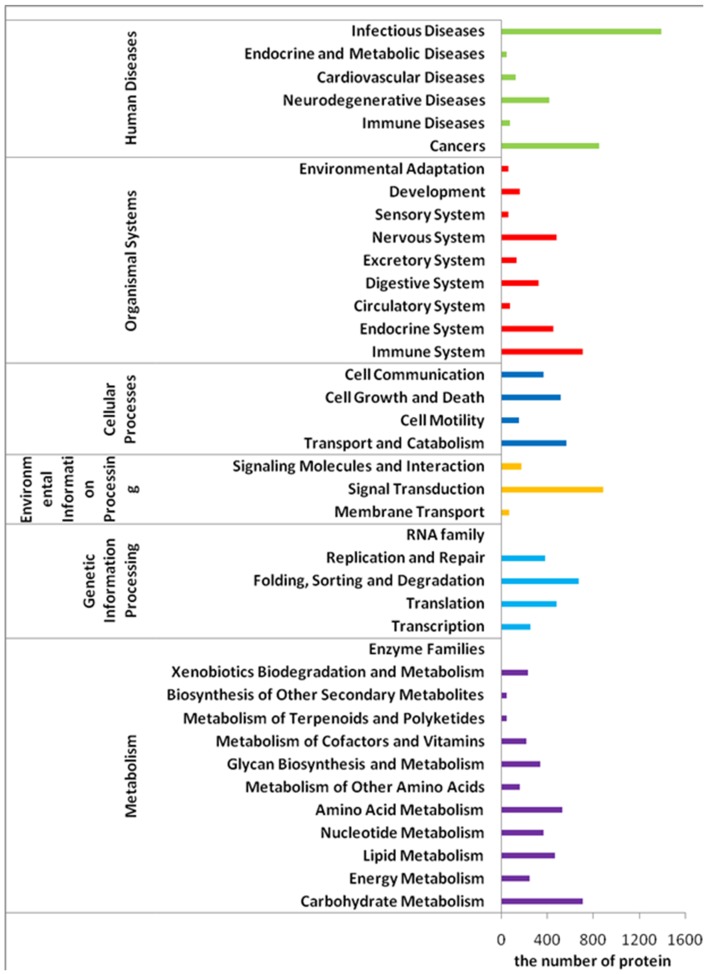
Distributions of the KEGG pathways. Putative proteins were mapped the reference canonical pathways in the KEGG database. The bar chart shows the number of sequences among different pathway categories: Out of 45,771 putative proteins, 5135 sequences were assigned to the KEGG pathways among six categories.

### Biological functions related to oyster response to hypoosmotic stress

We focused on biological functions that may characterize the responses to hypoosmotic stress. Comparing their occurrences in PC *versus* PT library, a list of transcripts has been established that included different expressions to responses to salinity stress (**Table S1** and **Table S2**). **Osmoregulation** is implicated by the up-regulation of the potassium channel tetramerisation domain containing 1 (KCTD1), NFX1-type zinc finger-containing protein 1 and Cysteine-rich secretory protein Mr30, and the down-regulation of the ion and amino acid transporter genes, such as transient receptor potential cation channel subfamily M member 8 (LTrpC-8), neutral and basic amino acid transport protein rBAT and Na/Pi-cotransporter. In addition, signaling and interaction molecules such as cAMP-responsive element-binding protein-like 2, LRIG3 were evidenced as well as recognition molecules such as lectins. Besides, stress proteins such as heat shock proteins were found. **Immune response** is characterized by genes related to signaling pathways notably involved in innate immunity, which includes the up-regulated genes such as C-type lectin, thioester-containing protein and C1q domain containing proteins. In addition, the genes related to antimicrobial immunity are down-regulated including 2′–5′ oligoadenylate synthetase 1 and zinc proteinase. Apoptosis is noticed with not only regulating anti-apoptotic genes such as the up-regulation of Baculoviral IAP repeat-containing protein, but also apoptosis triggers such as the down-regulation of caspases, programmed cell death 1 ligand 1 (PD-L1). **Cell adhesion and communication** is mainly in down-regulated genes such as collagen and integrins that related to cell membrane molecules. **Cytoskeleton** is organized by the up-regulated expression of actin, tubulin and ankyrins. In addition, genes coding for receptors associated to cytoskeleton network are also up-regulated. **Cell cycle** is dominated by up-regulated genes related to promote cellular proliferation like protein fosB and MYC homolog. Besides, MEGF 10 is a negative regulator of cell cycle and down-regulated. Interestingly, **Ca^2+^-binding proteins** were highlighted, owing to their significantly down-regulated expression. Ca^2+^-binding proteins included protocadherin, calmodulin, copine family proteins and calcium-binding EGF domain protein that combine with Ca^2+^ for the control of signaling processes, defense responses and other biological processes.

## Discussion

In this study, we compared the Pacific oyster transcriptomes of two groups, one in optimal salinity seawater (25‰), and the other in low salinity seawater (8‰). Our data show significant changes of up- or down-regulated genes between two groups, which indicate the putative molecular mechanism of adaption to hypoosmotic shock in *C. gigas*. It is noteworthy that *C. gigas*, as a marine shelled mollusc, keeps up the osmotic disbalance with the environment by means of temporary inhibition of the water-salt exchange to seal mantle cavity [4]. 

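The difference between the libraries was also examined with each end of the fragments on its own and without assembly. From list 1 of each library alone, 2940 contigs were called higher and 2582 lower in PT at the criterion of MARS, and from list 2 alone 2698 and 2466. Of these, 1887 contigs were called higher and 1778 lower from both lists. The lists come from the same fragments and are not replicates. When the distinct read sequences were compared over their first 92 bases in place of contigs, 11425 sequences were called higher in PT and 8122 lower. A transcript can give many such sequences, so they are not independent. The higher duplication in PT was not taken out of these counts. Of the 25384169 distinct sequences without an undetermined base, 10.9% were read in both libraries, and these took 40.6% of the PC reads and 48.0% of the PT reads. From the changes of genes between the groups, the paper proposes a putative molecular mechanism of adaptation to hypoosmotic shock. Gene names were not assigned to the contigs here.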

We have avoided the effect of closed shell by chipping away a part of shell edge of each oyster.

Functional annotation of genes differentially represented between PT and PC libraries has revealed biological processes that may characterize the responses to salinity stress. From the data, we found enrichment for genes related to signal transduction, cell adhesion and communication, ion channels and so on, implicated in the regulation of hypoosmotic stress response. Moreover, cellular processes related to immune response, cell cycle and differentiation, cytoskeleton rearrangements, as well as anti-apoptotic processes, were all highly represented.

Similar to most marine molluscs [4], [27], *C. gigas*, regulates the intracellular concentration of solutes to adapt to the surrounding conditions [16], [28]. Ion channels are the direct regulators and discovered changed in our data, such as KCTD 1, Cysteine-rich secretory protein Mr30. KCTDs, the N-termini of KCTD proteins and some voltage-gated K^+^ (Kv) channels are homologous. With four Kv channel subunits aggregating to create a transmembrane ion conduction pathway, KCTDs had been anticipated to bind to and regulate Kv channels [29]. Cysteine-rich secretory protein Mr30 known as an ion channel blocker that targets the ion channels [30], which could inhibit inorganic ions effusing from cytoplasm to stop active transport of these solutes into the cytosol, where the solute concentration is too high. Our discoveries may indicate that the up-regulation of ion channels allows ions to move freely from cytoplasm to external environment and inhibits water influx to balance osmotic pressure on either side of the membrane. LTrpC-8 was down-regulated in *C. gigas*, which mediates the permeation for cations such as sodium, potassium, calcium [31]. Another down-regulated gene in this context, Na/Pi-cotransporter, contributes to phosphate homeostasis that is dependent on presence of sodium [32]. While these expressions of down-regulated genes stop active transport of these solutes from the cytoplasm. These findings verify the results of previous studies and demonstrate that euryhaline invertebrates regulate the concentrations of free amino acids to adjust intracellular osmotic pressure [33].

Besides genes participating in ion and amino acid channels, genes related to immune responses were also found. Stress-induced immune changes have been elucidated in many marine invertebrates [34], including *C. gigas* [35], [36] and mussel [37], [38]. For the invertebrate metazoan, innate immunity is the only immunological defense mechanism [39]. In addition, phagocytosis by immune cells is the predominant mechanism of marine invertebrates defense [34], which is the same to *C. gigas*. In our results, C-type lectin, thioester-containing protein and C1q domain containing proteins were all up-regulated, demonstrating their involvement in innate immunity. Lectins are a family of carbohydrate-recognition proteins that play crucial self- and non-self-recognition roles in innate immunity and can be found in soluble or membrane-associated forms [40]. The C1q domain-containing proteins include a wide range of signaling molecules and are known to participate in the control of inflammation, innate immunity, and energy homeostasis [12]. Down-regulated genes in response to hypoosmotic shock are molecules related to antimicrobial activity, like 2′–5′ oligoadenylate synthetase 1, which is interferon-induced protein and its function is to bind and active a latent endoribonuclease responsible for the degradation of viral and cellular RNAs to impair viral replication [41]. Zinc proteinase regulates many different biological processes, including connective tissue remodeling and removal of signal sequences in nascent proteins [42]. In *Litopenaeus vannamei*, mRNA of zinc proteinase is more expression in WSSV resistant individuals, which proved it played a role in immune responses [43], [44].,. These data may indicate that low salinity shock only triggers the first step of innate immunity that acts by detecting initiating effectors responses, namely pathogen recognition, whereas the antimicrobial defenses are suppressed Meanwhile, high representation of sequences for stress proteins, heat shock protein 70 (HSP70), was also evidenced up-regulated. HSPs, as molecular chaperones, are closely linked to the innate immune system. HSP70 can interfere with the process of apoptotic cell death [45], [46], and it is verified to be up-regulated by stressful conditions in oysters [47].

Our study highlighted Ca^2+^-binding proteins that were all down-regulated significantly such as protocadherin, calmodulin, copine family proteins and calcium-binding EGF domain protein. These calcium-binding genes are involved in the maintenance of calcium homeostasis [48]. In addition, their expressions are relevant to the intracellular Ca^2+^ levels and they take part in the calcium-binding signal transduction [49], [50]. The intracellular Ca^2+^ levels have been taken into account as immune-related parameters [38], [51]. In the immune cell activation, the early key feature is an increase of the intracellular Ca^2+^, which acts as a second messenger of signal transduction [51]. In addition, the intracellular Ca^2+^ concentration is higher with exposure to live bacteria [51]. Calmodulin (CaM) is a calcium-binding protein that modulates many kinds of biological processes affected by cytosolic calcium ions, such as muscle contraction, fertilization, cell proliferation, apoptosis and so on [52]. Moreover, the CaM-dependent signal transduction have been found to play an important role in shrimp defense against pathogen infection in Pacific white shrimp [53]. Furthermore, it has been shown that the concentration of Ca^2+^ dropped with the decrease in Ca^2+^ concentration in the external environment in *C. gigas* [28]. Owing to the lower concentration of Ca^2+^ and no artificial live bacteria stimulus, Ca^2+^-binding signaling pathways and proteins tended to be down-regulated.

Apoptosis, programmed cell death, also called cell suicide, was also evidenced in our data with significant difference. Among them, Baculoviral IAP repeat-containing protein, an apoptosis suppressor, inhibits the caspase activity directly [54]. In addition, IAPs are involved in signal transduction and cell cycle regulation [55]. Those down-regulated genes like caspases are apoptosis triggers or to be active in response to apoptosis triggers. As PD-L1, it acts on nonhematopoietic cells to protect tissues from autoimmune attack [56]. PDCD1, a surface receptor binds to PD-L1, inhibits T-cell proliferation and controls apoptosis process [56]. Here, the expressions of genes related to apoptosis all focused on inhibiting apoptosis. From our data, we can conclude that the ability of apoptosis suppression, namely enhanced cellular survival, may be one of reasons to be euryhalineorganism for *C. gigas*.

The data presented here reveal that genes involved in cell adhesion and communication, signal receptors, and cytoskeleton may play an important role in salinity shock. Cell adhesion is intimately related to the processes of cell motility and cell migration [57]. These genes may contribute to oyster recovery to adjust to the hypoosmotic shock and osmotic stress signaling. Among them, Fer and Fps that expressed significant changes in our data are the only two known members of a distinct subgroup of the protein-tyrosine kinase. Fps may involve a signaling role downstream from multiple cytokine receptors [58]. Fer both plays roles in signaling and involves in regulation of cell-cell interactions and cell-cell adhesion [59], [60]. They may participate in the signal transduction in response to low salinity. LRIG3, as a cell surface receptor, mediates signaling across the plasma membrane [61] and is also found to be the positive regulation of BMP signaling that exquisitely controls homeostatic events [62], suggesting that LRIG3 in our study controls homeostatic events to accommodate the internal osmolality. Collagen is an abundant protein that is part of the extracellular matrix and deposited or broken down as part of the process of tissue growth and repair. Therefore, the reduction of collagen production may imply that more energy would be available to fuel stress responses [63]. In the contrary, the up-regulated gene, ankyrins as a family of ubiquitously expressed membrane adaptor molecules associates with the spectrin-based cytoskeleton network and various membrane proteins [64]. They highly expressed in transcriptome that may be relevant to targeting ion transport proteins and cytoskeleton rearrangement with tubulin and actin (up-regulated genes) to maintain internal and external osmotic pressure balance. In addition, genes involved in cell cycle, like MEGF10 and Protein fosB, also showed changes here. MEGF10 was down-regulated for inhibiting cell motility and cell proliferation in vitro [65]. Protein fosB interacts with c-jun proteins enhancing their DNA binding activity in cellular proliferation [66]. The cell cycle control was suggested to be a key element of the osmotic stress response in blue mussels [27]. Thus, genes involved in the cell cycle may arrest in response to salinity stress in *C. gigas*.

## Conclusions

Using the next-generation sequencing technologies, the present study demonstrated the value of whole transcriptome analysis generated by RNAseq for accurate quantification of gene expression. Through more than 1.5 million sequence reads obtained, we established transcriptome data set for oysters subjected to hypoosmotic stress for the first time, and the data we generated could enrich on genomic resources of this non-model organism. Moreover, we provided a catalog of genes and cellular functions that are potential targets for mechanisms of adaption to low salinity by quantifying gene expression. The results provide not only a better understanding of the molecular mechanisms that control or contribute to the responses to osmotic stress of the oysters, but also an initial look at the cascade of gene expression patterns of marine organisms that occur in response to osmotic stress.

## Materials and Methods

### Oyster materials

Adult individuals of *C. gigas* were purchased from an oyster farm in Weihai, Shandong Province, China, in 2010, and acclimatized over a week in 25‰ filtered seawater at 20°C. The Pacific oyster is not the endangered or protected species, and no specific permits were required for our studies. Twenty-four oysters were individually tagged and divided into two groups in separate tanks. One group was exposed in the optimal salinity filtered seawater (25‰), as the control group (PC); another group was exposed in the simulated conditions of increased fresh water input (8‰), as the treated group (PT). A part of the shell edge (about 10 mm long and 5 mm wide) of each specimen was chipped away in order to ensure the free exchange of seawater between the inside and outside of the shell. Each group was distributed in two tanks, and disposed for 8 hours simultaneously. After that, six oysters of each group were chosen randomly to be sacrificed, and their gill tissues were dissected and saved in RNA store (Dongsheng Biotech.).

### RNA extraction

The gills from 6 specimens saved in RNA store of each group were balanced mixed. Each sample was lysed in 1 ml of TRIzol reagent (Invitrogen) for total RNA extraction according to the manufacturer's instructions. Total RNA concentration was measured on a NanoDrop (Thermo Fisher Scientific) and RNA integrity [67] was checked on an Agilent 2100 BioAnalyzer (Agilent Technologies). Total RNA was treated by Dnase I (Ambion) following the manufacturer's protocol, and Poly-A RNA was extracted from each total RNA sample using MicroPoly(A)Purist™ Kit (Ambion) according to manufacturer's instructions. Equal quantities of high-quality mRNA from each material were pooled for cDNA synthesis.

### cDNA library construction and sequencing

cDNA samples were prepared following the protocol described in [68]. Briefly, first-strand cDNAs were synthesized using SuperScript II reverse transcriptase (Invitrogen) with Gsul-oligo-dT primer. The second-strand cDNAs were synthesized using Ex Taq polymerase (Takara). After the double-stranded cDNAs were synthesized, the cDNAs were cleaved off by Gsul restriction enzyme.

The synthetic cDNA was mode to 300–500 bp by a UTR200 sonication device (Hielscher Ultrasonics GmbH), and was selected using AMpure beads (Agencourt). This was followed by amplifying with TruSeq PE cluster kit v3-cBot-HS (Illumina) and constructing libraries with TruSeq™ DNA sample prep kit-set A (Illumina) according to the manufacturer's instructions. In the end, the cDNA library was sequenced on the Illumina sequencing platform (HiSeq 2000) from both ends of each fragment.

### Sequence data analysis and functional annotation

Raw data generated from Illumina sequencing were preprocessed to remove nonsense sequences and were assembled as contigs by Velvet [69] and Oases [70] software. The assembled sequences were predicted to mapping to protein-coding sequences by GetORF of EMBOSS [71]. The predicted protein-coding sequences searched against the Swiss-Prot database, the NCBI non-redundant (Nr) protein database and the database of sea hare using Blastp with an E-value of 1e-5. Gene names were assigned to each protein sequences based on the best BLAST hit.

To annotate the assembled sequences with GO terms, which have three main categories (cellular component, biological process and molecular function), the Swiss-Prot and its supplement TrEMBL BLAST results were imported into GoPipe [72] software according to gene2go to retrieve GO terms. These GO terms were assigned to query protein sequences, producing a broad overview of groups of genes cataloged in the three ontology vocabularies. What's more, the data presented herein represented a GO analysis at level 2, illustrating general functional categories. KEGG pathways were assigned to the assembled sequences using the online KEGG Automatic Annotation Sever (Kyoto encyclopedia of genes and genomes, http://www.genome.jp/kegg/kaas/) using bi-directional best-hit method [73]. This server provides KEGG Orthology (KO) assignments and pathway mapping.

### Gene expression difference analysis

Firstly, we counted the number of reads from two samples that can be mapped to the assembly contigs respectively and transformed into RPKM (Reads Per Kilo bases per Million reads) [74]. 

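For the values given here, reads were counted on the contigs assembled anew, with both ends of a fragment counted as separate reads, and were scaled to 24202550 assigned reads in PC and 21687459 in PT. Reads without any k-mer in a contig made up 4.65% of PC and 4.54% of PT, those with too few k-mers 5.03% and 4.41%, and those that several contigs shared equally 0.0641% and 0.265%. When only reads that lay on their contig over at least 90% of their length with at most 3 mismatches were counted, 81.1% of the PC reads and 81.8% of the PT reads were assigned. In the paper's Tables S1 and S2, 1 read adds the same RPKM in PC and in PT on a contig of given length (a ratio of 1.00 in all 133 rows with reads in both), while the paper's log2 fold changes follow the read counts with a ratio of PC to PT totals of 1.11.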

Then we calculated express abundance differences of each gene that was on behalf of a contig between two samples using MARS (MA-plot-based method with Random Sampling model) in the package of DEGseq [75] with FDR <0.001 and the absolute value of fold change >2.

## Supporting Information

Table S1 **List of functional groups and related gill up-regulated genes from oysters in response to hypoosmotic stress** ***versus*** **in optimal salinity conditions.**
(XLSX) Click here for additional data file.

Table S2 **List of functional groups and related gill down-regulated genes from oysters in response to hypoosmotic stress** ***versus*** **in optimal salinity conditions.**
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

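The samples were 2 libraries, PC from the pooled gills of 6 oysters kept at 25‰ and PT from the pooled gills of 6 oysters kept at 8‰, each for 8 h. The authors extracted poly-A RNA, sequenced both ends of the fragments, removed nonsense sequences and collapsed identical reads. The deposited values are counts: for each of 4 lists, 2 per library, a row holds a distinct read sequence and the number of reads that had it. No normalization, alignment or gene assignment is part of these counts. The tool and settings of the removal of nonsense sequences are not named in the paper's text. The lists were taken as the ends of the fragments from their numbers 1 and 2.

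The design had been written for genes of a reference. No reference sequence was used here, so contigs assembled from the reads took the place of genes, a change made after the files were seen. The paper assembled with Velvet and Oases. Here a greedy k-mer assembler written for this purpose (compiled with g++ 11.4.0) used k-mers of 31 bases with at least 3 copies, kept contigs of 100 bases or more and assigned a read by at least 16 shared k-mers. On simulated reads of 300 transcripts, it assembled 300 over at least 90% of their length. Those transcripts were random sequences without alleles or variants, so the simulation cannot tell how well the assembler handles these in pooled oysters. Reads shared equally between contigs were left out. An own assembly splits or joins transcripts differently from the paper's, and so changes every count of contigs. Similar contigs were found with minimap2 2.31.

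Read counts per contig were compared by MARS, written out in Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1, with Benjamini-Hochberg q under 0.001, a fold change above 2 and a count of 0 set to 0.5. The libraries were scaled to their assigned reads, 24202550 in PC and 21687459 in PT. No p-value is given per contig, since each salinity is 1 library. MARS was tested on simulated data. Intervals are exact binomial intervals at 95% and cover counting error only. A ratio against a count of 0 uses 3 reads in that library. The rule for features named in the text, fixed before the data were examined, was the 10 largest and 10 smallest log2 fold changes among features with 50 or more reads; since contigs have no names here, 2 of each are printed and the others are counted.

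The alternatives set before the data were examined were TMM scaling (edgeR 4.0.16), median-of-ratios size factors (DESeq2 1.42.0, R 4.3.3), shared reads divided equally, each distinct sequence counted once, first lists only, second lists only, alignment over 90% of the length with at most 3 mismatches, a loess correction on GC content (statsmodels 0.14.6), a prior count of 1, a minimum of 50 reads, a log2 fold change above 2, Fisher's exact test, contigs with 50 or more reads without a q threshold, and edgeR's exact test with an assumed coefficient of variation of 0.4. Alternatives added after seeing the data were k-mers of 25 bases, merging of similar contigs, reads with an undetermined base left out, size factors over contigs with 50 or more reads, thinning of PC to the total of PT, the count of contigs read in only 1 library with every setting run for it, and some of these with a log2 fold change above 2.

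The expression of the gene families that the paper names, the GO terms and the KEGG pathways was not analysed here, because contigs were not matched to proteins or genes. The contigs were not matched to the rows of Tables S1 and S2, which come from another assembly.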

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

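The contigs read in only 1 library were noticed in the data, and all tests on them in this part were chosen after that.

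Contigs with 50 or more reads in PT and none in PC were found although the control library was the larger. There were 21 of them, with 1858 reads in all and up to 368 reads on a contig, above the 3 reads that a count of 0 in PC allows. The paper does not report on them as a group. The opposite pattern was more frequent: 349 contigs had 50 or more PC reads and no PT read, with 65285 reads or 0.270% of the assigned PC reads. With 500 or more reads there were 18 contigs read in PC only and 0 read in PT only.

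If reads fell on contigs by chance at the totals of the libraries, 1.93e-11 contigs of this kind would be expected in PC only and 7.21e-14 in PT only, or 0.000283 and 1.62e-05 with both ends of every fragment on the same contig, which argues against counting error. With PC thinned to the total of PT, 309 contigs were read in PC only and 25 in PT only, so the larger total of PC does not account for the imbalance. With each distinct sequence counted once, 277 contigs in PC only and 7 in PT only still reached 50; each of the contigs read in PT only rested on 17 or more distinct sequences, which argues against repeated copies of a few sequences as their cause. Alleles assembled as separate contigs can account for a part: 186 of the 349 contigs had a similar contig with 10 or more PT reads, and 11 of the 21 had one with 10 or more PC reads. After similar contigs were merged, 161 groups read in PC only and 12 read in PT only were left, so alleles at this similarity are not the whole cause.

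What stays open is reads of another organism in a pool, a genotype carried by some of the 6 oysters of a pool, a difference between the sequencing runs, and the salinity. The median GC content of the contigs read in PC only was 38.9%, against 39.9% for random contigs of like length read in both libraries, at percentile 1.15 of 10000 random lists. A slightly different base composition is what another organism could leave, but other sets of transcripts could leave it too. For the contigs read in PT only the median was 37.5%, at percentile 9.55 of such lists, and with 21 contigs of unknown identity another organism and the oyster cannot be told apart. The response to salinity was not tested apart from these, since each salinity is a single pool.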

How the results depend on the processing

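A count was taken as moved when it differed by more than 1.5 times from the count first reported. Alternatives with merged contigs, k-mers of 25 bases, thinning, reads with an undetermined base, size factors over contigs with 50 or more reads, and first lists with a log2 fold change above 2 were chosen after seeing the data, as were the count of contigs read in only 1 library and every setting run for it.

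The number of contigs higher in PT stayed within 1.5 times of 6668 under 14 of 21 alternatives (4717 to 6754), and the number lower in PT within 1.5 times of 6092 under 11 of 21 (4094 to 7783). The others were as follows, with the cause not tested except where stated. First lists only gave 2940 higher and 2582 lower, and second lists only 2698 and 2466, with fewer reads by construction. A log2 fold change above 2 gave 3236 and 3864. Each distinct sequence counted once gave 3642 lower, and a minimum of 50 reads 3804 lower. edgeR with an assumed variation of 0.4 gave 229 and 951. Similar contigs merged gave 4111 and 3072, or 3937 lower when merged at 90%; merged with log2 above 2 they gave 1724 and 1813. First lists only with log2 above 2 gave 1422 and 1616.

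Which direction had more contigs depended on the setting. Contigs higher in PT were the larger group at first (52.3% of those called) but not under TMM scaling (42.8%), the GC loess (41.1%), DESeq2 size factors (38.8%), size factors over contigs with 50 or more reads (46.7%), a log2 fold change above 2 (45.6%), merged contigs with log2 above 2 (48.7%), first lists with log2 above 2 (46.8%), or edgeR with the assumed variation (19.4%). TMM moved all log2 fold changes by 0.11 and the size factors by 0.16. Both size factors came out as 1, since the median ratio over contigs with few reads fell on equal counts, which 10041 contigs had; over contigs with 50 or more reads the shift was 0.06.

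Read sequences called higher in PT fell from 11425 to 4190 with first lists only and 3757 with second lists only, and those called lower from 8122 to 2988 and 2733. Under the other 3 alternatives both counts stayed within 1.5 times. Contigs with 50 or more reads in PC only fell from 349 to 153 (first lists), 143 (second lists) and 161 (similar contigs merged). Those in PT only fell from 21 to 8, 10 and 12 under the same settings and to 7 with each distinct sequence counted once. More contigs were read in PC only than in PT only under all 11 settings run for this count.

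With each distinct sequence counted once, PC had 18805664 reads and PT 14858364. Counted per fragment with 2 ends, a unit chosen after seeing the data, PC had 13407778 and PT 11944276. The share of reads assigned moved beyond its counting interval under all 5 alternatives. For PC it was 90.3% with shared reads counted, 87.0% with distinct sequences, 81.1% with the strict alignment, 91.0% in the first list and 89.5% in the second; for PT it was 91.1%, 86.8%, 81.8%, 90.8% and 90.8%.

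The alternatives planned for the gene families were not run, since contigs were not matched to genes. No paired analysis was possible because each salinity is a single library. Depth limits contigs with few reads. In simulated libraries of 196306 contigs in which 200 contigs of a depth class were changed 4-fold, 0 of the 200 were called among contigs with 1 to 9 reads over both libraries, 25 with 10 to 49 reads, 117 with 50 to 99, 194 with 100 to 999 and 200 with 1000 or more.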

Differences from the paper's values

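The listed reads came to 26815556 for PC and 23888551 for PT, while the paper's values are 15354006 and 13719859; counted per fragment with 2 ends, as the mean of both lists, they came to 13407778 and 11944276, within 1.5 times of the paper's values, a unit chosen after seeing the values. The first lists alone (13682686 and 12263519) and the second lists alone (13132870 and 11625032) also lie within 1.5 times of the paper's values. So do 18805664 and 14858364, with each distinct sequence counted once, but these count sequences and not reads. The paper's values are for raw reads, while the lists hold the reads left after nonsense sequences were removed.

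The assembly made here had 196306 contigs, and the paper's number is 300382. Contigs longer than 500 bp numbered 21546, and the paper's number is 32549. With k-mers of 25 bases, chosen after seeing the values, the numbers were 163671, which is farther from the paper's, and 21902, within 1.5 times of it. Contigs with an open stretch of 30 or more codons numbered 182530, and the paper's number of contigs with a predicted protein-coding sequence is 281800. The paper does not name its minimum length, so the measures may differ. After shuffling, 85.2% of the contigs here still held such a stretch, so the count says little about coding content.

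Contigs more represented in PT numbered 6668 and the paper's number is 1665. Contigs more represented in PC numbered 6092 and the paper's number is 1815. In all 12760 contigs were called and the paper's number is 3480. Of the alternatives set before the data were examined, second lists only came within 1.5 times of the paper's total (5164) and of its number for PC (2466), and first lists only of its number for PC (2582). None of those alternatives came within 1.5 times of the paper's number for PT. Under TMM scaling, DESeq2 size factors, shared reads divided equally, distinct sequences, the strict alignment, the GC loess, a prior count of 1, a minimum of 50 reads, a log2 fold change above 2, Fisher's exact test, contigs with 50 or more reads without a q threshold, and edgeR with the assumed variation, all 3 numbers differed from the paper's by more than 1.5 times. Similar contigs merged with a log2 fold change above 2 (1724, 1813 and 3537 in all) and first lists only with a log2 fold change above 2 (1422, 1616 and 3038 in all) came within 1.5 times of all 3, and both were chosen after seeing the values.

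The paper's Table 1 gives more contigs at a 2-fold change for PT than for PC, and its text gives more contigs for PC than for PT at the same fold change. At a 2-fold change more contigs were higher in PT here (6668 against 6092). The order turned under TMM scaling (5436 against 7260), DESeq2 size factors (4933 against 7783) and the GC loess (4721 against 6770). It also turned with size factors over contigs with 50 or more reads (5912 against 6746). At 2-fold it held in the settings that kept the scaling to totals, for example with similar contigs merged (4111 against 3072).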

Other observations

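Of the tests in this part, those on counting error, similar contigs, reads with an undetermined base and the fold threshold were chosen after seeing the data. Counting each distinct sequence once was set before the data were examined, but its use as a test of repeated copies was chosen after its result was seen.

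The number of contigs called different between the libraries (12760) was set against technical explanations. Counting error alone gave 13 calls on simulated libraries in which both ends of every fragment fell on the same contig, so it is not the whole cause. Similar contigs were merged, distinct sequences counted once, reads with an undetermined base left out and a loess curve on GC content removed. Each step was run on its own and left 7183, 8359, 12104 and 11491 calls, in that order. So none of these, as far as the step removes it, is the whole cause. Alleles below the similarity set and copies that differ in a base would stay, so alleles and repeated copies were removed only in part. Variation between pools of 6 oysters stays open. Simulated libraries without any difference but with an assumed coefficient of variation of 0.4 between pools gave 11329 calls, with 0.2 they gave 893 and with 0.1 they gave 14. At a log2 fold change above 2 the same simulations gave 3071, 63 and 0 calls, against 7100 observed. The variation between pools was not measured, so variation between pools and the response to salinity cannot be told apart.

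The log2 fold change followed the GC content among contigs with 50 or more reads. There the loess curve of the log2 fold change (PT over PC) lay at 0.50 at a GC content of 30%, 0.08 at 40%, -0.32 at 50% and -0.42 at 55%. Removing this curve, fitted on those contigs, from the contigs tested left 11491 calls but turned the balance from 6668 higher and 6092 lower to 4721 higher and 6770 lower. A uniform shift of all log2 fold changes also turned it, by 0.11 with TMM scaling (5436 higher and 7260 lower). So did a shift of 0.06 with size factors over contigs with 50 or more reads (5912 and 6746). Removing the curve also shifts the centre of the values, so the turn of the balance cannot be assigned to GC content. The libraries also differed in a single position of the read, undetermined in 8.51% of the reads of list 1 of PC, in the share of distinct reads and in read length. A difference between sequencing runs or library preparations is a candidate explanation for the trend, but each library holds only 1 salinity, so run and salinity cannot be told apart. No biological explanation of the trend was tested.

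The paper states a fold change above 2 for the contigs counted in its text. In the paper's Tables S1 and S2, the smallest absolute log2 fold change over the 157 rows with values (70 and 87 rows) is 2.01, which is a 4-fold change. Of the contigs called here at 2-fold, 44.4% were not above 4-fold (7100 of 12760 were above), and at that share 69.6 of the 157 listed contigs would lie there, while 0 do. This argues for a threshold of 4-fold for the listed contigs, or for a choice of contigs by the size of the change. Whether the counts of the text used the same threshold stays open. A hypothesis is that Table 1 used a threshold of 2-fold and the text one of 4-fold. At 2-fold, with the libraries scaled to their assigned reads, the contigs assembled here lay within 1.5 times of the paper's Table 1, with 6668 against 5619 for PT and 6092 against 4118 for PC. This depends on the setting: the number for PC was more than 1.5 times away with TMM scaling (7260), DESeq2 size factors (7783, or 6746 over contigs with 50 or more reads), the GC loess (6770), first lists only (2582), second lists only (2466) and edgeR (951), and the number for PT with first lists only (2940), second lists only (2698) and edgeR (229). At 4-fold, over both lists and without merging, the counts did not lie within 1.5 times of the text, with 3236 against 1665 and 3864 against 1815. The larger group changed from PT to PC, as it does between the paper's Table 1 and text. Here the change rested on contigs read in only 1 library: with 20 or more reads, 1316 in PC only and 178 in PT only. With similar contigs merged, chosen after seeing the values, the counts lay within 1.5 times of Table 1 at 2-fold (4111 for PT and 3072 for PC). At 4-fold the merged counts lay within 1.5 times of the text (1724 and 1813). First lists only, also chosen after seeing the values, lay within 1.5 times of the text at 4-fold (1422 and 1616), but not of Table 1 at 2-fold. Under TMM scaling the larger group was PC already at 2-fold (7260 against 5436). So whether Table 1 and the text used different thresholds cannot be told apart from a difference in contigs or scaling.

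In the paper's Table S2, 23 of 87 rows list 0 reads in PT, and in its Table S1, 1 of 70 rows lists 0 reads in PC. The log2 fold changes of both tables follow from the read counts when 0 is replaced by 0.5, so those of the rows with 0 reads depend on that value and are not bounds.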
